A study of Mus musculus with 20 samples. Its data were reported in "Unravelling cysteine-deficiency-associated rapid weight loss" (2025).

How the data were processed

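Polyadenylated RNA was isolated from muscle homogenates and sequenced as paired-end libraries by the authors. Per the methods of the study, reads were aligned to the GRCm38 mouse genome with Hisat2 and reads in annotated genes were counted with htseq-count. The release of the annotation and the strand setting are not given in the sources used here. The values the authors deposited are whole-number counts per Ensembl gene with no normalization. The labels call the control genotype WT, whereas the results text of the study describes the RNA-seq controls as heterozygous. The name used in the labels is kept here.

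Samples were grouped by their titles. A column of the count table was to be given to a sample only where its name matched that sample's labels, and neither the order of the columns nor their values was used to assign them. The names of all 20 columns were compared with the title, description, source name and characteristics of the 20 samples, and 0 matched. A supplementary sheet of the study, headed as muscle, lists mouse numbers beside diets and genotypes, and these numbers are the names of the 20 columns. Read with each group name centred on its block of numbers, it would give every column a group, with blocks of 3, 4, 3, 3, 2 and 5, the sizes of the labelled groups. The edges of the blocks are not marked in the text form of the sheet that was read. The mouse numbers missing from the columns fall in the no-Cys blocks at the places where the labels skip a replicate number, and the KO number that stands between those of the heterozygous no-Trp mice has its counterpart in the order of the samples. The caption of the file says adipose tissue, but the text of the study cites this table for muscle, so the captions of the muscle and adipose files appear to be swapped. One liver experiment gives these numbers the same groups, while the other liver experiment and the adipose sheet use them for other groups. The control genotype of the sheet is heterozygous, as in the results text of the study, and not WT as in the labels. The sheet's file also sets normalized counts under the same names, against which the key could be checked, and this was not done. The sheet was not used to group columns, because groups were taken from the labels alone. All 20 columns were left out, so the planned tests of differential expression and of gene lists were not run, and no depth or precision is given.

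The gene identifiers of the rows were matched, without version numbers, to the comprehensive GENCODE M21 annotation of GRCm38 with Python 3.11.15. Coordinates are those of that annotation. Genes of the fixed lists were matched by symbol, with a second spelling for genes renamed since. As alternatives chosen after seeing the data, the first spelling alone and a search of RefSeq synonyms for unmatched symbols were tried. The basic set of the annotation was only compared with the comprehensive set for the genes it lists.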

Results

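RNA-seq libraries of polyadenylated RNA were made from mouse muscle to ask how muscle transcripts respond when dietary cysteine is removed from animals that cannot make it. Cse (also named Cth) encodes cystathionine γ-lyase, the last enzyme of the trans-sulfuration pathway that makes cysteine from methionine. Knockout (KO) mice lacking this gene depend on cysteine from food. By the labels, the 20 samples fell into 6 groups of genotype and diet. On the control diet there were 3 wild-type (WT) samples and 4 KO samples. On the cysteine-free (no-Cys) diet there were 3 WT and 3 KO samples. On the tryptophan-free (no-Trp) diet, which the study included to tell apart responses specific to the loss of cysteine, there were 2 WT and 5 KO samples. The study states that every diet of its RNA-seq experiment, the control diet included, was calorie-restricted. Mice had 3 days of the restricted control diet before the switch, and tissues were taken 2 days after it.

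The design implies a comparison of KO with WT mice on the no-Cys diet, of KO mice on the no-Cys diet with KO mice on the control and no-Trp diets, and of the genotypes on each of the other diets. None of these comparisons was run here, although the study reports its own results on the response of muscle to the no-Cys diet. The count table had 20 columns of libraries, and 0 of the 20 column names occurred in the title, description, source name or characteristics of any sample. A supplementary sheet of the study, headed as muscle, sets mouse numbers with the names of these columns beside genotypes and diets. In favour of this key, its blocks as read have the sizes of the labelled groups, although their edges are not marked. The mouse numbers missing from the columns fall where the labels skip a replicate, and a liver experiment gives these numbers the same groups. Against it, another liver experiment and the adipose sheet use the same numbers for other groups. The controls of the muscle sheet are heterozygous, as in the results text of the study, whereas the labels say WT. That mismatch lies between the labels and the study, and is not counted against the key. The muscle sheet was not used, because groups were taken from the labels alone. The counts were thus left out by that rule, not because no source offers an assignment. No count was analysed here, and no expression level, fold change or depth is given for any gene or library.

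What could be read without the libraries was the set of genes counted. The table had 46078 gene rows, each with its own Ensembl identifier. Of these, 45143 (98.0%) were found in the GENCODE M21 annotation of the GRCm38 genome, and 935 were not. That annotation holds 55450 genes, more than the table has rows, so many of its genes had no row. The rows found comprised 21519 protein-coding genes, 5997 processed pseudogenes, 3179 lincRNAs and 2226 antisense RNAs as the largest classes. The presence of a row shows that a gene was in the annotation used for counting. Whether genes without reads were dropped from the table was not checked, because no count was analysed. A row is therefore not taken here as a sign of transcription in muscle, nor a missing row as absence from the annotation.

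The targeted gene, Cth, had a row under ENSMUSG00000028179, a protein-coding gene on the minus strand of chromosome 3 from 157894248 to 157925077 in GRCm38. Rows were also found for the genes of the oxidative stress response that the study names for muscle. Nfe2l2, which encodes the transcription factor NRF2, lies on chromosome 2 from 75675513 to 75704641. Its target Hmox1, encoding haem oxygenase, lies on chromosome 8 from 75093621 to 75100589. Nqo1, encoding a quinone reductase, lies on the same chromosome from 107388225 to 107403206. Gclc, encoding the catalytic subunit of the enzyme that limits glutathione synthesis, lies on chromosome 9 from 77754535 to 77794485. A row was also found for Vnn1, which the study discusses for the breakdown of coenzyme A and not among the oxidative stress genes. Vnn1, encoding the pantetheinase that releases pantothenate and cysteamine, lies on chromosome 10 from 23894688 to 23905343. The stress hormone genes Fgf21 on chromosome 7 and Gdf15 on chromosome 8 had rows as well.

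The 39 gene lists fixed before the data were examined held 717 places, a gene in more than one list being counted in each. A row was matched by symbol for 715 of them, and 37 lists were complete. The list of coenzyme A synthesis and breakdown had rows for 18 of its 19 genes, with no row matched to the symbol Nudt8. In the list of hepatocyte markers 9 of 10 symbols matched a row. The remaining symbol, Tf, is a synonym of Trf, the gene of the iron carrier transferrin, which had a row under ENSMUSG00000032554. The lists of NRF2 targets, of the integrated stress response, of glutathione metabolism and of muscle fibre types were complete.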

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

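The alternatives given here were chosen after seeing the data. With the first spelling of each symbol alone, 713 list places had a row, and 716 had a row when unmatched symbols were looked up among RefSeq synonyms. The basic annotation set and a match of whole titles were not run as settings, since neither could show anything about robustness. The former lists the same genes as the comprehensive set, and the latter is stricter than a search that had found no column. No paired analysis was possible under the rule used here, because no test was run. The rule took groups from the labels alone and left out all 20 columns, although the muscle sheet offers groups for them. Neither the labels nor the text of the study tie a replicate number to a litter, batch or day, so no pairing by number is known. The reporting summary of the study states that littermates were placed in both experimental and control groups where this could be done. It does not name the mice, so a litter structure may exist that could not be used here. The alternatives planned for the tests (another scaling, no low-count filter, DESeq2, fewer samples in the fit, each sample left out) were not run, as no column was matched to a sample.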
